# Chronic liver inflammation modifies DNA methylation at the precancerous stage of murine hepatocarcinogenesis

**DOI:** 10.18632/oncotarget.3567

**Published:** 2015-03-14

**Authors:** Evgeniy Stoyanov, Guy Ludwig, Lina Mizrahi, Devorah Olam, Temima Schnitzer-Perlman, Elena Tasika, Gabriele Sass, Gisa Tiegs, Yong Jiang, Ting Nie, James Kohler, Raymond F. Schinazi, Paula M. Vertino, Howard Cedar, Eithan Galun, Daniel Goldenberg

**Keywords:** Mdr2 (Abcb4), hepatocellular carcinoma, DNA methylation, mtDNA deletion, 5-hydroxymethylcytosine

## Abstract

Chronic liver inflammation precedes the majority of hepatocellular carcinomas (HCC). Here, we explore the connection between chronic inflammation and DNA methylation in the liver at the late precancerous stages of HCC development in Mdr2^−/−^ (Mdr2/Abcb4-knockout) mice, a model of inflammation-mediated HCC. Using methylated DNA immunoprecipitation followed by hybridization with “CpG islands” (CGIs) microarrays, we found specific CGIs in 76 genes which were hypermethylated in the Mdr2^−/−^ liver compared to age-matched healthy controls. The observed hypermethylation resulted mainly from an age-dependent decrease of methylation of the specific CGIs in control livers with no decrease in mutant mice. Chronic inflammation did not change global levels of DNA methylation in Mdr2^−/−^ liver, but caused a 2-fold decrease of the global 5-hydroxymethylcytosine level in mutants compared to controls. Liver cell fractionation revealed, that the relative hypermethylation of specific CGIs in Mdr2^−/−^ livers affected either hepatocyte, or non-hepatocyte, or both fractions without a correlation between changes of gene methylation and expression. Our findings demonstrate that chronic liver inflammation causes hypermethylation of specific CGIs, which may affect both hepatocytes and non-hepatocyte liver cells. These changes may serve as useful markers of an increased regenerative activity and of a late precancerous stage in the chronically inflamed liver.

## INTRODUCTION

Hepatocellular carcinoma (HCC) typically develops on a background of chronic inflammation induced by viruses or other risk factors that damage the liver and cause compensatory proliferation resulting in hepatocarcinogenesis, a multistep process with accumulation of genetic and epigenetic alterations [1]. Aberrant DNA methylation in tumors has been intensively studied in different cancer types [2-4], including HCC [5-10]. In addition, genome-wide alterations of DNA methylation under precancerous inflammatory conditions were recently demonstrated for several cancer types, including HCC [11, 12]. Aberrant epigenetic changes accumulate in the chronically inflamed liver, preceding and promoting HCC development [13]. Particularly, methylation of specific CGIs is increasing during progression from chronic hepatitis to cirrhosis and to HCC, resulting in the silencing of some tumor suppressor genes [14-17]. However, analysis of the whole liver samples in all cited above studies does not permit identification of a specific cell type, in which aberrant gene methylation and expression take place. In order to explore gene methylation and expression patterns in cell fractions of the chronically inflamed liver, we used the Mdr2-knockout (Mdr2-KO) mice, a well-characterized model of chronic inflammation-mediated HCC [18]. These mutants lack the Mdr2/Abcb4 P-glycoprotein (the murine ortholog of human MDR3) which is responsible for phosphatidylcholine transport across the hepatocyte's canalicular membrane. This causes a dramatic decrease of phospholipids in bile resulting in bile regurgitation into portal tracts [19] and the development of chronic cholestatic hepatitis at an early age (starting from 2 months) and HCC with a high incidence in the adult age (between 12 and 18 months) [18]. This HCC model was widely used to study the molecular mechanisms of inflammation-mediated hepatocarcinogenesis [20-23], HCC transcriptomics [24] and genomics [25, 26]. Previously, using genome-scale gene expression profiling, we revealed multiple aberrantly expressed genes in the liver of Mdr2-KO mice at the late precancerous stage which was characterized by an increased hepatocyte mitosis, steatosis and appearance of dysplastic nodules (Supplementary Figure 1A) [21]. Now, we analyze genome-scale aberrant methylation of CGIs in the liver of these mice at the same stage of chronic liver inflammatory disease and also explore aberrant methylation and expression of several selected genes following liver cell fractionation. To our knowledge, this is the first study exploring the genome-scale liver DNA methylation at the late precancerous stage in a murine model of chronic inflammation-mediated hepatocarcinogenesis.

## RESULTS

### Chronic liver inflammation decreases global level of 5-hydroxymethylcytosine in the liver

To determine the effect of chronic liver inflammation on liver DNA methylation, we measured global levels of 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) in the liver of Mdr2-KO and control Mdr2^−/+^ mice at the age of 12 months (late precancerous stage for mutants). No difference in the global level of 5mC was found between mutant and control livers when measured by three different methods (Figure 1A; Supplementary Figure 2A,B). Remarkably, a 2.5-fold decrease of the global 5hmC level was detected in mutant livers by the LC-MS/MS method (Figure 1B). Since 5hmC is an intermediate product of 5mC demethylation, its reduced level may indicate a less efficient demethylation process of some CpG sites in the Mdr2-KO liver. Thus, we compared expression of transcripts encoding the Tet proteins, which are responsible for the active demethylation of 5mC by its oxidation to 5hmC [27], in the liver of mutant and control mice at the age of 12 months. The Tet1 expression was significantly increased in the liver of Mdr2-KO compared to Mdr2^−/+^ mice (Figure 1C), while the Tet2 expression was similar in both groups (Figure 1D); the expression of the Tet3 gene in the tested livers was too low for a reliable quantification.

**Figure 1:**
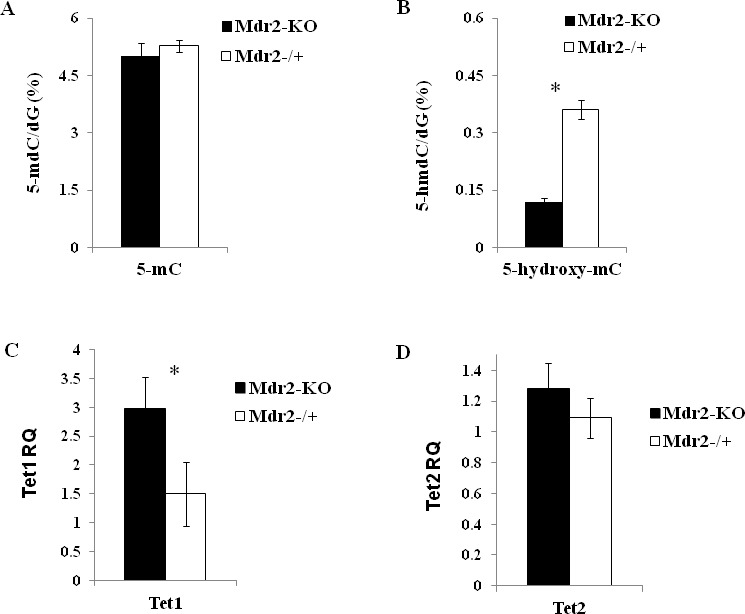
DNA methylation/hydroxymethylation and expression of the Tet genes in Mdr2-KO liver at the late precancerous stage Total levels of 5mC (A) and 5hmC (B) in Mdr2-KO and in the age-matched Mdr2^−/+^ control liver determined by HPLC. (C, D) Expression of the Tet1 (C) and Tet2 (D) genes in the liver Mdr2-KO and Mdr2^−/+^ mice determined by real-time RT-PCR; RQ - relative quantification (normalized to Hprt values). Primers for the Tet genes described in [64]. Three 12-month-old males per group in all experiments; *, p < 0.05.

### Chronic liver inflammation causes preferential hypermethylation of specific CpG islands (CGIs)

To determine the effect of chronic liver inflammation on DNA methylation of CGIs, we used methylated DNA immunoprecipitation (MeDIP) followed by hybridization with CGI microarrays (Agilent; see Materials and Methods) of the liver DNA samples described above. 

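Liver DNA of 3 Mdr2-KO and 3 Mdr2-/+ males, all 12 months old, was analysed with 1 array per mouse. Mdr2 (Abcb4) encodes the transporter that brings phosphatidylcholine into bile. Its loss leads to chronic cholestatic inflammation of the liver, and the heterozygous Mdr2-/+ mice were the controls. In MeDIP an antibody against 5-methylcytosine pulls methylated fragments out of sheared DNA. According to the labels of the samples, the precipitated DNA carried Cy5 and the input DNA of the same liver carried Cy3, so that a higher ratio of Cy5 over Cy3 stands for more methylation at a probe. The authors' scanner output holds intensities that Agilent Feature Extraction had corrected for background and dye, with no normalization between arrays. The input signal was well above background, as that software calls it, at 85.9% to 91.6% of the CGI probes of an array, and the MeDIP signal at 78.1% to 86.4%. From these intensities the log2 ratio of each probe was taken and centred on the median of its array, and probes with an outlier spot on any array were left out. The probes of a CGI were then averaged, where a CGI was a run of at least 3 probes with starts no more than 500 bp apart, since the files name no islands. In all, 13821 CGIs were compared between the genotypes with limma, and the number of arrays limits the precision. The 6 arrays lay on 3 slides. A single slide held replicate 1 of both genotypes, another held Mdr2-/+ replicates 2 and 3, and another held Mdr2-KO replicates 2 and 3. For those 4 arrays, slide and genotype cannot be told apart.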

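Methylation was higher in Mdr2-KO than in Mdr2-/+ livers at 591 CGIs and lower at 30 CGIs, at an adjusted p under 0.05 from limma. The median log2 difference was 0.96 (quartiles 0.75 and 1.29) at the 591 CGIs and -0.64 at the 30 CGIs. Counted by the threshold on the Z-score, 181 CGIs had a delta Z of 0.7 or more and 5 had a delta Z of -0.7 or less. Here Z was the centred log2 ratio divided by the SD of its array and averaged over the CGI. The files do not pair CGIs with gene names, so positions in the mm8 build are given. The largest rise was at a CGI of 6 probes on chromosome 17 from 73952265 to 73952825. Its centred log2 ratio was 3.93 ± 0.18 (SD, n = 3 mice) in Mdr2-KO livers and 0.54 ± 0.73 (SD, n = 3) in Mdr2-/+ livers. The difference was 3.39 (standard error 0.32, adjusted p = 0.00391 from limma). A CGI of 3 probes on chromosome 18, from 60749453 to 60749884, had a log2 ratio of 2.90 ± 0.07 (SD, n = 3) in Mdr2-KO livers and -0.39 ± 0.07 (SD, n = 3) in Mdr2-/+ livers. This difference was 3.29 (standard error 0.11, adjusted p = 1.97e-05 from limma). The largest fall was at a CGI of 4 probes on chromosome 16 from 45763546 to 45764072, with 0.46 ± 0.29 (SD, n = 3) in Mdr2-KO livers and 3.42 ± 0.57 (SD, n = 3) in Mdr2-/+ livers. Its difference was -2.96 (standard error 0.28, adjusted p = 0.00391 from limma). On chromosome 12, a CGI of 4 probes from 108800565 to 108800956 had 1.41 ± 0.39 (SD, n = 3) in Mdr2-KO livers and 3.42 ± 0.56 (SD, n = 3) in Mdr2-/+ livers. Its difference was -2.01 (standard error 0.29, adjusted p = 0.0146 from limma). At each of the 591 and the 30 CGIs the values of the genotypes did not overlap. Of all CGIs tested, 26.7% had values that did not overlap, 2198 of them higher and 1490 lower in Mdr2-KO livers. Chance gives 10% where arrays are exchangeable, which arrays that share a slide may not be.

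On the slide that holds both genotypes, the differences at these 4 CGIs were 2.45, 3.21, -3.27 and -2.19, and over all CGIs 101 had a delta Z of 0.7 or more and 12 a delta Z of -0.7 or less. With slide as a fixed block, limma's contrast is this same pair of single arrays, with the spread taken from the arrays of the other slides. It called 7 CGIs higher and 4 lower, these 4 CGIs among them, and had 876 higher and 1097 lower at an unadjusted p under 0.05, where 45.3% of all CGIs were higher in this pair. With normexp background correction limma called 0 higher and 0 lower (2043 and 54 at an unadjusted p under 0.05), while 790 CGIs had a delta Z of 0.7 or more. Its fit was uneven, with a background SD of the MeDIP channel from 1.52 to 422 between arrays. The SD of the log2 ratios after it was 0.51 on Mdr2-/+ replicate 3 and 1.16 on Mdr2-/+ replicate 1. Under normexp the calls of these 4 CGIs ended at differences of 2.73, 2.68, -1.59 and -0.90. Loess within arrays kept their calls with smaller differences at each, such as 1.09 on chromosome 18 and -1.50 on chromosome 16, and 87 CGIs had a delta Z of 0.7 or more. Limma's counts rose to 990 higher and 380 lower with quantile normalization, 1270 and 146 after division of each array by its SD, 1390 and 318 with the authors' deposited values and 2560 and 569 with array weights. The methods' t-test with Benjamini-Hochberg adjustment called 4 CGIs higher, all 4 of them also called by limma, and 1 lower, which limma did not call, and the calls on chromosomes 17, 16 and 12 ended under it. Without Mdr2-/+ replicate 1, 2 or 3 limma called 2641, 91 or 64 CGIs higher, and without Mdr2-KO replicate 1 or 2 it called 33 or 151. The call on chromosome 12 ended without Mdr2-/+ replicate 3 and without Mdr2-KO replicate 1 or 2, at differences of -2.09, -2.23 and -1.85. The paper calls the hypermethylation of CGIs in the Mdr2-KO liver preferential, and states chronic liver inflammation as its cause. It also reports hypermethylation at most of the CGIs that it tested by MSRE-PCR (PCR after methylation-sensitive restriction enzymes), which uses no slides.

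**Figure D1:**
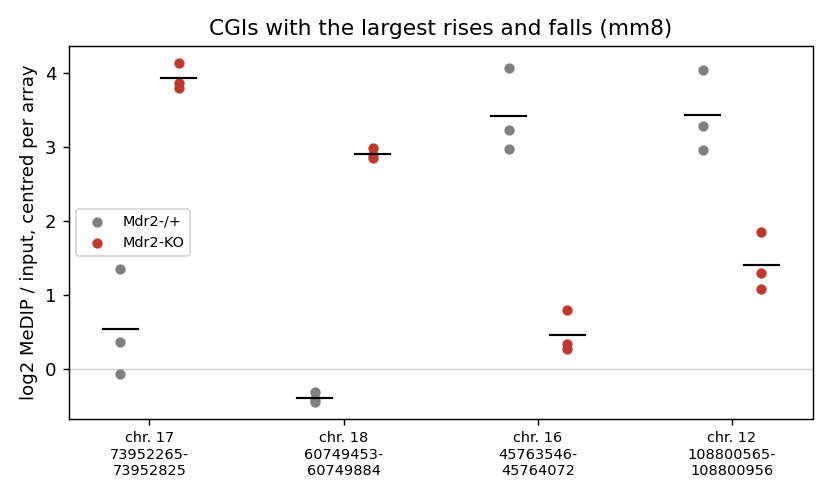
Log2 ratio of MeDIP over input DNA, centred per array, at the 4 CGIs with the largest rises and falls, with a point for each liver and a line for the mean of each genotype. The values of the 3 Mdr2-KO and the 3 Mdr2-/+ livers do not overlap at any of the 4 CGIs, which was a condition for naming them.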

We found that 78 CGIs changed their methylation level significantly: 76 CGIs were hypermethylated and two were hypomethylated in Mdr2-KO mutants compared to controls (Figure 2, Supplementary Table 1 and Supplementary Figure 3). These aberrantly methylated CGIs were distributed among all murine chromosomes with a frequency from 0.2 to 1.8% of all CGIs per chromosome (average frequency of 0.6% of the whole genome CGIs; Supplementary Figure 3A,B). 

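Counted in either direction, CGIs past the delta Z threshold made up 1.35% of the CGIs tested, and each of the 20 chromosomes on the array held at least 1 of them. The share was lowest on chromosome 10, with 1 of 691 CGIs or 0.145% (exact Clopper-Pearson 95% interval 0.00366% to 0.804%). It was highest on chromosome 19, with 9 of 458 CGIs or 1.97% (interval 0.902% to 3.70%). Chromosome 2 held the most of these CGIs, 21 of 1146, and chromosome X held 3 of 385. Against the other chromosomes, the share on chromosome 10 was lower (Fisher's exact test, two-sided, p = 0.00176, and 0.0353 after Benjamini-Hochberg adjustment over the chromosomes). The test takes CGIs as independent and was added after the shares were seen, and the adjusted p of every other chromosome was 1. The share on chromosome 10 moved with single arrays. It was 0.868% (6 of 691) without Mdr2-/+ replicate 1 and also without Mdr2-KO replicate 3 (Fisher's exact test, unadjusted p = 0.0956 in both). It was 0.289% without Mdr2-/+ replicate 3 or Mdr2-KO replicate 1 (unadjusted p = 0.00465 from the same exact test) and without Mdr2-KO replicate 2 (unadjusted p = 0.0503), and it stayed at 0.145% without Mdr2-/+ replicate 2 (unadjusted p = 0.00769). Of the CGIs past the threshold with less methylation in Mdr2-KO livers, 3 were on chromosome 13. They started at 23578568, 23581660 and 24287825, had delta Z values of -0.906, -0.747 and -0.708, and the middle one was picked out after its value was seen. The MeDIP signal of the first 2 was not well above background in Mdr2-KO livers, so the size of their differences is uncertain. Their values rest on Mdr2-/+ replicate 2, without which the log2 differences went from -1.48 to -0.48 and from -1.25 to -0.40. The third was past the threshold without Mdr2-/+ replicate 2 or 3 or Mdr2-KO replicate 2 or 3, and had a delta Z of -0.595 without Mdr2-/+ replicate 1 and of -0.686 without Mdr2-KO replicate 1. From limma, the adjusted p of these CGIs was 0.2998, 0.336 and 0.0387, and the call of the third ended without any 1 of the arrays other than Mdr2-/+ replicate 1. Its log2 difference, -1.15 with all arrays, stayed at -1.11 to -1.33 where the call ended. Where the call held, without Mdr2-/+ replicate 1, the difference was -0.85. With loess within arrays the share over the genome was 0.673% and at least 1 chromosome held none, and with normexp background correction the share was 5.73%. The order of the chromosomes was another by limma. The share of CGIs called higher was largest on chromosome 15 (6.62%) and smallest on chromosome X (2.34%). It was 4.80% on chromosome 19 and 2.60% on chromosome 10.

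**Figure D2:**
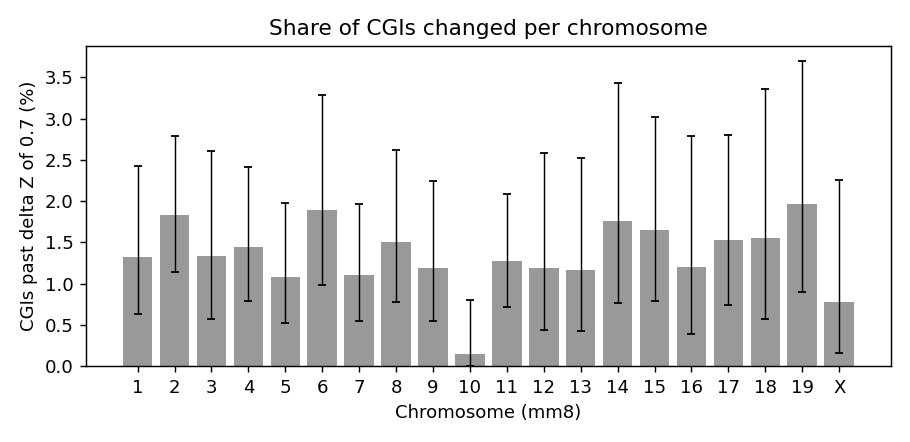
Percent of the CGIs tested on each chromosome that were past a delta Z of 0.7 in either direction, with exact 95% intervals. The shares lie between 0.145% on chromosome 10 and 1.97% on chromosome 19.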

More than half of these CGIs were mapped inside genes and more than 30% were mapped in the promoter regions (Supplementary Figure 3D).

Comparison of the methylation profiles between Mdr2-KO and Mdr2^−/+^ mice and young C57Bl/6 mouse ([28] and H. Cedar, unpublished data) revealed that 30 among the 76 hypermethylated CGIs were specifically methylated only in the tested Mdr2-KO liver: they were methylated neither in the liver at the age of 3, 12 or 18 months, nor in most of the other tested murine tissues of the C57Bl/6 mouse (first 30 CGIs in the Supplementary Table 1). Thus, these 30 hypermethylated CGIs could represent a chronic inflammation-induced methylation signature in this HCC model. In addition, we performed the same MeDIP-CGI methylation analysis for one tumor and its matched non-tumor liver tissue from the 16-month-old Mdr2-KO male (Supplementary Table 1). This tumor had the lowest Mat1a/Mat2a ratio among the tested murine HCCs [24], and thus was expected to have the most aberrant DNA methylation. Additional 27 hypermethylated genes were associated with embryo development, and thus were expected to be hypermethylated in the adult liver (Figure 2). We confirmed hypermethylation of 18 out of the 20 tested CGIs using the MSRE-PCR method (Supplementary Figure 4).

**Figure 2:**
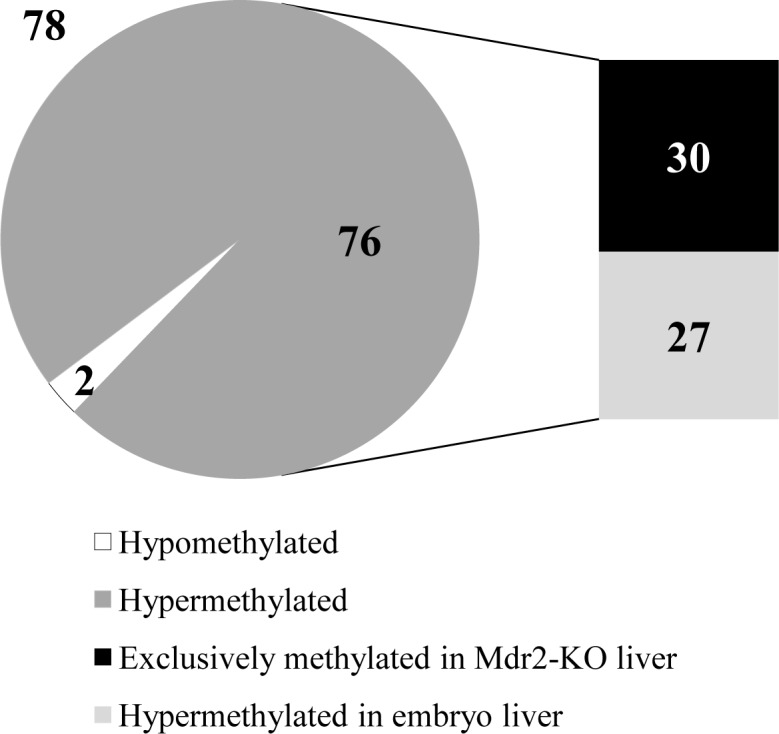
Preferential CGI hypermethylation at the late precancerous stage in Mdr2-KO liver At the late precancerous stage, 78 CGIs were aberrantly methylated in the Mdr2-KO liver compared to Mdr2^−/+^ control. Thirty of these CGIs were specifically hypermethylated in the precancerous Mdr2-KO liver only, while 27 were also hypermethylated at the embryonic stages of liver development. Hybridization to Agilent CGI microarrays of total liver DNA from the 12-month-old Mdr2-KO and Mdr2^−/+^ mice; 3 males per group; Z-score for methylation > 0.7.

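By the rule set for the CGIs to be named, the 10 with the largest rises in Mdr2-KO livers had delta Z values from 1.30 to 2.00. They lay on chromosomes 2, 5, 7, 11, 15, 17, 18 and 19, with a pair each on chromosomes 2 and 17. Beside the rises on chromosomes 17 and 18 and the falls on chromosomes 16 and 12 already given, the log2 differences were 2.26 to 2.80 at the other rises and -0.86 to -1.15 at the other falls that limma called. A fall on chromosome 13, named for its delta Z, had a log2 difference of -1.48 and was not called, and its MeDIP signal was not well above background in Mdr2-KO livers. Only 3 of the CGIs called lower had a log2 difference of -1 or less, on chromosomes 12, 13 and 16, against 274 of those called higher with 1 or more. All probes of the CGI lay on the side of the rise at 470 of the CGIs called higher. The MeDIP signal was not well above background in Mdr2-/+ livers at 0 of the CGIs called higher, and in Mdr2-KO livers at 2 of those called lower. These start at 71381844 on chromosome 2 and at 23562311 on chromosome 13. At the CGI on chromosome 2 it was not well above background in Mdr2-/+ livers either. The size of their log2 differences, -0.95 and -0.88, is therefore uncertain. The background call was made per CGI and genotype, so a CGI that passed can still hold dim probes. On the Mdr2-/+ arrays, 78.1% to 83.4% of the CGI probes had a MeDIP signal well above background. A pass is thus no proof of a reliable Mdr2-/+ level at a CGI called higher. With slide as a fixed block, which compares a single array of each genotype, 12 of the 20 named CGIs with a call lost it. Their differences kept their direction at 0.621 to 1.27 times the size, and the median standard error at these CGIs was 0.31 in place of 0.20. The fall on chromosome 8 from 87730242 to 87730898 became a log2 difference of 0.10 when the median over its 3 probes took the place of the mean. With loess 1 call was lost, and differences shrank, such as from 2.43 to 1.07 on chromosome 5. Calls were lost at 20 named CGIs with normexp and at 19 with the methods' t-test after adjustment. Without Mdr2-KO replicate 1 the number lost was 12, and without Mdr2-/+ replicate 3 it was 11. With quantile normalization and with array weights, all 21 named CGIs kept direction and side of the threshold.

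**Figure D3:**
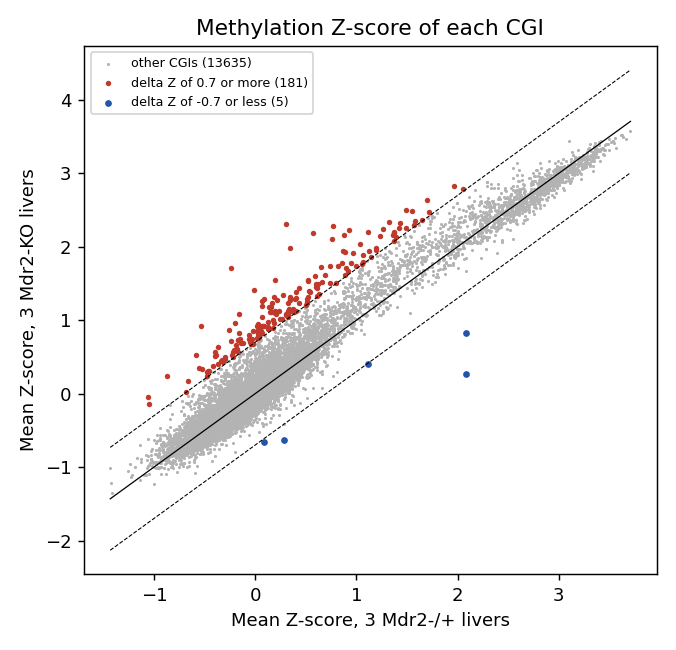
Mean methylation Z-score of each CGI in 3 Mdr2-/+ livers (horizontal) and 3 Mdr2-KO livers (vertical), with CGIs past a delta Z of 0.7 in colour. The 181 CGIs with a rise lie above the diagonal and the 5 with a fall below it.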

### Absence of the age-dependent demethylation of specific CpG sites in the Mdr2-KO liver

To follow the age-dependent DNA methylation dynamics of the group of CGIs which were hypermethylated in Mdr2-KO livers at the age of 12 months, we compared DNA methylation of the 18 CGIs having the higher Z-scores (13 of them were from the group of 30 CGIs mentioned above) at 9 and 12 months of age in mutant and control livers using MSRE-PCR (Figure 3, Supplementary Table 2). We found that only one of the tested CGIs was not methylated in the Mdr2-KO liver at the age of 9 months and became methylated at the age of 12 months. All other tested CGIs were methylated in the Mdr2-KO liver at both ages. However, in the control Mdr2^−/+^ liver, 15 of these CGIs were methylated at the age of 9 months (11 were highly methylated and 4 were methylated), while they became unmethylated at the age of 12 months. Thus, in most tested cases, hypermethylation of the specific CGIs in the Mdr2-KO compared to the control liver resulted from an age-dependent demethylation of these sites in the control, but not in the mutant liver. Interestingly, this defective age-dependent demethylation of a specific set of CpG sites correlates with the reduced level of 5hmC in the Mdr2-KO liver.

**Figure 3:**
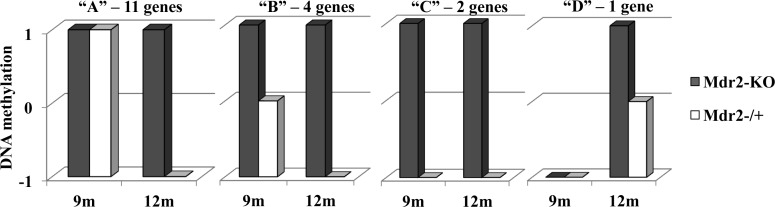
Age-dependent demethylation of aberrantly methylated CGIs DNA methylation (arbitrary units) of the 18 tested CGIs at 9 and 12 months of age in the Mdr2-KO (grey) and Mdr2^−/+^ (white) liver. Fifteen of these 18 genes (“A” and “B” groups) were methylated in 9-month-old mice in both the Mdr2-KO and Mdr2^−/+^ liver, while at the late precancerous stage, in 12-month-old mice, they were specifically demethylated in the control Mdr2^−/+^ liver. An additional two genes (“C”) were hypermethylated at both stages in Mdr2-KO only, and one gene (“D”) was hypermethylated in Mdr2-KO compared to the Mdr2^−/+^ liver at the late precancerous stage only. MSRE-PCR quantified using the ScionImage software and normalized to CryaA; 3 males per group.

The defective age-dependent demethylation of specific CpG sites in the Mdr2-KO liver could stem from a partially de-differentiated, proliferative state of hepatocytes and cholangiocytes due to the extensive compensatory regeneration of the chronically inflamed mutant liver. This hypothesis is supported by our previous finding on the decreased level in 12-month-old Mdr2-KO compared to the Mdr2^−/+^ liver of a large mitochondrial DNA (mtDNA) deletion whose incidence is known to be increased either with age or following oxidative stress [21]. Here, we confirm the decreased level of mtDNA deletion in 12-month-old Mdr2-KO compared to the Mdr2^−/+^ liver, and demonstrate that a similar decrease, albeit less significant, takes place already in 9-month-old mice (Figure 4A,B). For comparison, in tumors of the 16-month-old Mdr2-KO mice, the level of mtDNA deletion was significantly lower than in the matched non-tumor liver tissue (Figure 4C). Remarkably, the total level of mtDNA in the liver of Mdr2-KO mice was significantly reduced at 12 months compared to 9 months of age (Figure 4D). A reduced incidence of binuclear hepatocytes, a known marker of the regenerating liver [29], was found both in the 3- and 12-month-old Mdr2-KO compared to control mice (Figure 4E). These data are consistent with the high proliferative activity of hepatocytes and cholangiocytes in 12-month-old Mdr2-KO mice (which can be interpreted as a “younger age” of these cells), due to a prolonged, chronic inflammation-induced, extensive compensatory regeneration of the mutant liver (Figure 5).

**Figure 4:**
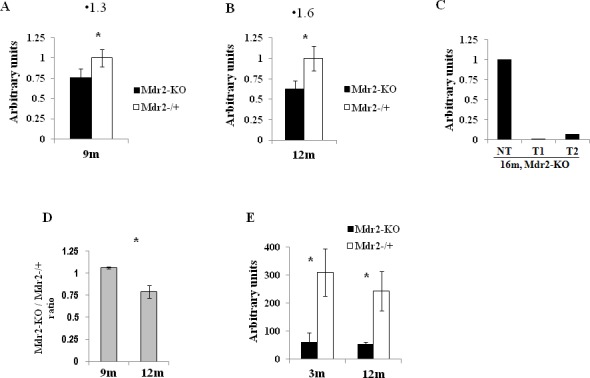
Markers of liver compensatory regeneration in Mdr2-KO mice at the late precancerous stage Decreased incidence of the large mitochondrial deletions in the chronically inflamed liver of the Mdr2-KO compared to Mdr2^−/+^ mice at the age of 9 months (A) and 12 months (B), as well as in tumors compared to the matched non-tumorous liver tissue of 16-month-old Mdr2-KO mice (C); normalization to total mtDNA. (D) Relative total mtDNA levels (ratio of Mdr2-KO to Mdr2^−/+^) in the liver of 9- and 12-month-old mice; semi-quantitative RT-PCR, quantified with the ScionImage software; *, p<0.05. (E) Decreased incidence of binuclear hepatocytes in the liver of Mdr2-KO compared to Mdr2^−/+^ mice both at the early and late precancerous stages; haematoxylin staining of paraffin-embedded liver tissues, 10 fields/mouse at a magnification of ×100 were counted, three mice per group, *, p<0.002.

**Figure 5:**
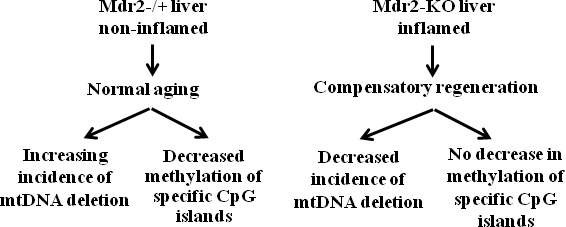
Schematic representation of the events which take place in the chronically inflamed liver of Mdr2-KO mice at the precancerous stages The scheme summarizes results presented in figures 1 to 4.

### Aberrant methylation of specific CGIs in the chronically inflamed liver at the late precancerous stage affected mostly low-expressed genes

Previously we reported a list of genes which were aberrantly expressed in Mdr2-KO compared to control liver in 3- and 12-month-old mice [21]. Now, we compared aberrantly methylated and aberrantly expressed genes in 12-month-old mice (Supplementary Figure 5). There were 8,677 genes present both on the expression (Affymetrix) and CGI methylation (Agilent) microarrays. Among 78 aberrantly methylated genes, 37 were present on the expression microarray, and among 424 aberrantly expressed genes, 252 were present on the methylation microarray. However, none of these genes was simultaneously aberrantly expressed and aberrantly methylated in the Mdr2-KO liver, at least, on the detection level of these microarrays (Supplementary Figure 5).

We then checked the gene expression levels of the 18 genes which were aberrantly methylated in Mdr2-KO compared to control liver at the late precancerous stage (16 hyper- and two hypomethylated; 11 of them were from the list of 30 CGIs hypermethylated exclusively in the Mdr2-KO livers) using RT-PCR. We found that 13 of the 18 tested genes were expressed in the murine liver; however, their expression levels were low. Only five from the 13 expressed genes changed their expression level in the Mdr2-KO compared to control liver: the hypermethylated genes Bmp8b, Cyba, Mmp23, and Synpo were up-regulated, while the hypomethylated gene Lrrc16a was down-regulated (Figure 6, Supplementary Table 3). Thus, the most aberrantly methylated genes in the Mdr2-KO liver were either not expressed, or did not change their expression level; in the aberrantly methylated and aberrantly expressed genes, there was a direct correlation between changes of their expression and methylation levels.

**Figure 6:**
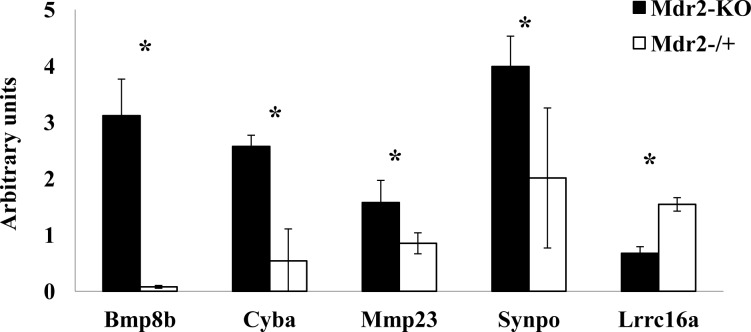
Direct correlation between expression and methylation of selected aberrantly methylated genes Hypermethylated genes Bmp8b, Cyba, Mmp23, Synpo were up-regulated, while hypomethylated gene Lrrc16a was down-regulated in the Mdr2-KO compared to the Mdr2^−/+^ liver at the late precancerous stage (three 12-month-old males per group). Semi-quantitative (for Cyba, Mmp23, Synpo and Lrrc16a) or real-time (for Bmp8b) RT-PCR normalized to Gapdh and quantified using the ScionImage software, *, p<0.05.

### Testing correlation between gene methylation and expression in cellular fractions of the Mdr2-KO liver

In order to explore whether aberrant gene methylation and expression took place in hepatocytes or other liver cells, we fractionated the livers of the Mdr2-KO and control age- and sex-matched Mdr2^−/+^ mice into hepatocyte and non-hepatocyte cell fractions. We compared methylation (Figure 7A,B, Supplementary Figure 6) and expression (Figure 7C,D) levels of the genes Fam65b, Il1r1 and Srd5a2 in liver cell fractions of mutant and control mice. In the whole liver extracts, the appropriate CGIs of these three genes were hypermethylated (Figure 3 and Supplementary Table 2); however, all three genes were not aberrantly expressed (Supplementary Figure 7). These genes were chosen due to their high fold-change of the methylation Z-score in the mutant liver (Fam65b and Srd5a2) and their important roles in inflammation (Il1r1) and HCC development (Srd5a2). The tested CGIs of these three genes had different methylation patterns in liver cell fractions: Srd5a2 was hypermethylated mainly in hepatocytes, Fam65b – mainly in non-hepatocytes, while Il1r1 was similarly hypermethylated in both cell fractions (Figure 7A,B and Supplementary Figure 6). A strong hypermethylation of Srd5a2 in hepatocytes resulted in a significant decrease of its expression (Figure 7C), while its weak hypermethylation in non-hepatocytes (which could be a result of a minor contamination with hepatocytes) did not affect gene expression (Figure 7D). For Fam65b, a stronger hypermethylation of the non-hepatocyte fraction did not affect gene expression, while a weaker hypermethylation of the hepatocyte fraction resulted in a significant increase of its expression. In the case of the Il1r1 gene, a similar efficient hypermethylation in both fractions resulted in a significant increase of its expression in non-hepatocyte cells, while it did not affect its expression in hepatocytes (Figure 7C,D). These results demonstrate that chronic inflammation-induced relative hypermethylation of specific CGIs at the late precancerous stage may affect both hepatocyte and non-parenchymal liver cells, resulting in unpredictable changes of expression of the appropriate genes in the affected cell fractions.

### At the tumor stage, the tested CGIs were preferentially methylated either in tumors or in non-tumor tissue of the Mdr2-KO liver

We demonstrated, using MeDIP followed by hybridization with the CGI microarray, that most CGIs that were hypermethylated in the Mdr2-KO liver at the age of 12 months were also methylated in a tested HCC tumor at the age of 16 months (Supplementary Table 1). In order to expand our knowledge on the methylation status of these CGIs in tumors, we compared the methylation levels between the six selected CGIs in seven additional HCC tumors (see representative pictures of their morphology and histology in Supplementary Figure 1B,C) and their matched non-tumor liver tissues of 16-month-old Mdr2-KO mice using MSRE-PCR (Supplementary Table 4; Supplementary Figure 8). In most tested cases, these CGIs were methylated both in tumors and in non-tumor liver tissues (Supplementary Figure 8); however, they demonstrated different degrees of methylation in these two tissue types. The genes Fam65b and Il1r1 were methylated preferentially in the non-tumor liver tissue, whereas the genes Synpo and Tspan9 were methylated preferentially in tumors; the gene Srd5a2 in each half of the tested tumors was preferentially methylated in either the non-tumor tissue or in tumors (Supplementary Figure 8).

**Figure 7:**
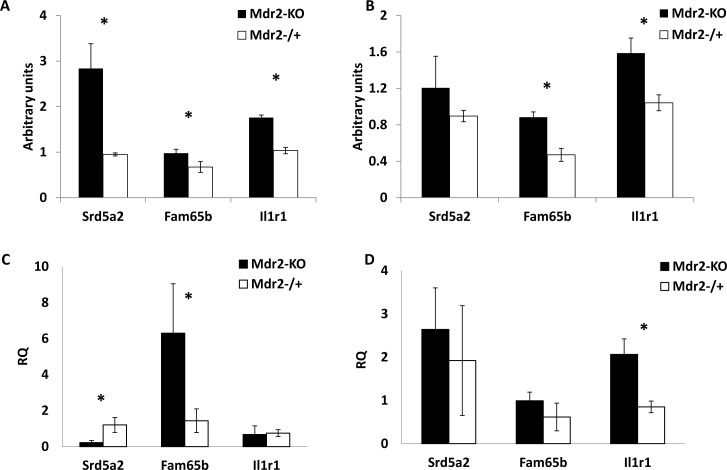
Methylation and expression of selected genes in liver cell fractions Genes Srd5a2, Fam65b and Il1r1 which were hypermethylated in total liver DNA of *Mdr2*-KO mice at the late precancerous stage (12-month-old mice), were now tested in hepatocyte and non-hepatocyte fractions of Mdr2-KO and Mdr2^−/+^ mice at the same age. (A,B) gene methylation; (C,D) gene expression; (A,C) hepatocyte fraction; (B,D) non-hepatocyte fraction. Srd5a2 was hypermethylated in Mdr2-KO hepatocytes (A), while Fam65b and Il1r1 were hypermethylated in both Mdr2-KO hepatocyte (A) and non-hepatocyte fractions (B); MSRE-PCR, relative to Mdr2^−/+^ normalized to CryaA and quantified using ScionImage; three 12-month-old males per group; *, p<0.05. (C) Srd5a2 down-regulated, Fam65b up-regulated and Il1r1 unchanged in Mdr2-KO hepatocytes; (D) Il1r1 up-regulated, Srd5a2 and Fam65b unchanged in Mdr2-KO non-hepatocyte cells. Real-time RT-PCR, relative to Mdr2^−/+^, normalized to Gapdh values; five 12-month-old males per group; *, p<0.02.

## DISCUSSION

In this study, we have found preferential relative (compared to the age-matched controls) hypermethylation of specific CGIs in the Mdr2-KO liver at the late precancerous stage of chronic hepatitis. The affected CGIs mapped mostly inside genes; the methylation of 30 of them was highly specific for this specific stage and for this specific HCC model. The detected changes of DNA methylation could be explained by either age- or inflammation-dependent processes. Chronic inflammation is known to induce changes in epigenetic machineries, including disruption of tissue- and cell-specific DNA methylation patterns, resulting both in hyper- and hypo-methylation of specific CpG sites [30]. These changes in turn may contribute to the exacerbation of chronic inflammation, thus producing a positive feedback loop between inflammatory and epigenetic changes which can promote proliferation and oncogenic transformation [31]. Cancer cells exhibit increased methylation at multiple gene-associated CGIs with a concomitant widespread decrease of DNA methylation outside CGIs [4]. Methylation of specific CGIs is gradually increased during multistep carcinogenesis and frequently the same CGIs have been found to be increasingly methylated with age in normal tissues [32, 33]. In hepatocarcinogenesis, methylation of multiple CGIs is increasing during progression from chronic hepatitis to cirrhosis and to HCC [14-17]. Thus, our finding of preferential hypermethylation of CGIs in the chronically inflamed liver of Mdr2-KO mice at the late precancerous stage is in agreement with previously published human data.

Age-dependent changes of DNA methylation in the murine liver were shown to be progressive, tissue-specific and included both hypo- and hyper-methylation [34]. In agreement with these data, we also detected a set of CGIs which were hypo-methylated in the control Mdr2^−/+^ liver at the age of 12 months compared to the age of 9 months.

The absence of this age-dependent hypomethylation in the Mdr2-KO liver could be explained by an age-dependent active demethylation of these CGIs in the control, but not in the mutant liver. The reduced 5hmC level in the Mdr2-KO liver may reflect, in part, the reduced active demethylation of multiple CpG sites; the total number of such sites in the genome could be significantly higher than the number of the specific CGIs detected in our study. The level of 5hmC in the liver is known to be decreased in cancer and at the pre-cancerous stage [35], including human liver cancer [36] and chemically induced hepatocarcinogenesis in mice [37], as well as in rodent liver subjected to chronic [38] or sub-chronic [39] genotoxic treatments. We are not aware of studies exploring the 5hmC dynamics during liver regeneration; however, the recent finding of the reduced 5hmC level during regeneration of zebrafish fin [40] supports the negative correlation between cell proliferation and 5hmC level. In the healthy liver, this negative correlation is supported by findings of the reduced 5hmC level in the fetal compared to the adult human liver [41] and in the young compared to the old mouse liver [42]. Thus, the decreased level of 5hmC, together with the defective age-dependent demethylation of specific CGIs, the decreased levels of mtDNA deletion and of total mtDNA, and the reduced number of binuclear hepatocytes in the aged Mdr2-KO mice, support our hypothesis of a partially de-differentiated, proliferative state of their hepatocytes and cholangiocytes due to an extensive and prolonged compensatory regeneration of the chronically inflamed mutant liver.

The exact molecular mechanisms responsible for the decreased 5hmC level in the Mdr2-KO liver are yet to be defined. In different cancer types, including HCC, a decreased level of 5hmC was shown to be caused by either reduced expression of the TET proteins or by inhibition of their activity by toxic metabolite α-hydroxyglutarate which is produced by gain-on-function mutant isocitrate dehydrogenases IDH1 or IDH2 [27, 36]. Remarkably, a decreased 5hmC level in tumors is often associated with a concomitant reduction of the levels of all three TET transcripts – TET1, TET2 and TET3 [36]. In human HCC, a decreased 5hmC was associated with disease progression through down-regulation of TET1 [37], while high 5hmC and IDH2 levels were associated with a favorable prognosis following tumor resection [43]. In contrast to these data, in the Mdr2-KO liver at the late precancerous stage, a decreased 5hmC level was associated with significantly increased levels of the Tet1 (Figure 1C) and Idh2 (our data from microarray gene expression profiling [21]) transcripts (Tet2 and Idh1 levels were not changed; Tet3 was undetectable). Recently, it was shown that succinate dehydrogenase (SDH) deficiency decreases the 5hmC level in gastrointestinal tumors by a metabolic inhibition of TET2 activity [44]. However, expression of the Sdha, Sdhb, Sdhc, and Sdhd genes was similar in Mdr2-KO and matched control liver (our microarray data [21]). Mutations in the Sdh genes as well as gain-on-function mutations in the Idh1 or Idh2 genes should be excluded in this case, due to the absence of clonality in the non-tumor liver tissue, in contrast to tumors. Further studies are required to reveal the molecular mechanisms responsible for the reduced 5hmC level in the chronically inflamed Mdr2-KO liver.

Recent studies of genome-scale DNA methylation revealed a more complicated correlation between the promoter's CGI methylation and gene expression than the previously suggested up-regulation of hypomethylated and down-regulation of hypermethylated genes [45]. This reversed correlation between promoter CGI methylation and gene expression is observed mostly for high-CGI dense promoters, whereas other promoters do not exhibit such correlation in liver cancer [9]. Analysis of the whole-genome methylation demonstrates that the repressive effect of promoter methylation on gene expression is clear only on genes with a very high DNA methylation level, and that the gene body methylation is a better indicator of gene expression than promoter methylation [45]. The small overlap of differentially methylated and differentially expressed genes can also be explained by the fact that DNA methylation in different cancer types affects mostly low-expressed or non-expressed genes [46]. Similarly, in the Mdr2-KO liver at the precancerous stage, most aberrantly methylated genes had either a low or an undetectable expression level, and none of them had a reverse correlation between DNA methylation and gene expression levels.

Analysis of gene regulation in the liver is complicated by the organ's heterogeneity: different populations of resident cells, especially in the inflamed liver, could also play a role in the absence of a correlation between gene methylation and expression. A small population of cells in a tissue contributes little to the whole liver expression or methylation level when the expression or methylation of a gene in this population is decreased; however, it may contribute significantly when the expression or methylation of a gene in it is increased, especially in a case of low or undetectable level of whole liver expression or methylation. We applied liver fractionation which produces two cell fractions: one homogeneous (mostly hepatocytes) and one heterogeneous (other liver cells) to explore three genes which were hypermethylated and similarly expressed in the whole extracts of the Mdr2-KO compared to control livers. We could not find an obvious correlation between the expression and CGI methylation of these genes in liver cell fractions. In hepatocytes, all of their CGIs were hypermethylated compared to controls; however, the expression of Srd5a2 was decreased, while the expression of Fam65b was increased and the Il1r1 expression was unchanged. In the non-hepatocyte fraction, both Fam65b and Il1r1 were hypermethylated, but only Il1r1 increased its expression. The liver's non-hepatocyte fraction comprises many cell types, and thus analysis of gene expression and methylation in it is complicated, similarly to the whole liver.

Previously, we demonstrated that the Mdr2-KO mouse is a relevant model for human HCC in terms of a similarity of the aberrant gene expression patterns in murine and human liver tumors [24]. Now, we demonstrate the relevance of this HCC model also at the late precancerous stage. The absolute level of 5hmC in the control murine liver and its decrease in the Mdr2-KO liver at the precancerous stage is similar to what was observed at the same stages in patients [35]. A decrease of the total mtDNA level was observed in human HCC tumors [47], while a reduced frequency of the large mtDNA deletion was detected in both liver cirrhosis and HCC [48, 49].

Although mice and humans share a common pattern of epigenetic changes during hepatocarcinogenesis, the specific aberrantly methylated CpG sites are expected to be mainly species-specific. Thus, fundamental differences in promoter CGI methylation have been revealed between three human cancers and their appropriate murine models [50]. In addition, the recently found novel “epigenetic clock” - a set of 353 CpG sites whose methylation for multiple healthy human tissues increases with age - for blood cells, is well applicable to chimpanzees, but poorly – to gorillas [51]. Nevertheless, some genes with hypermethylated CGIs in the Mdr2-KO model were also aberrantly methylated in human HCC. The SRD5A2 gene was hypermethylated and down-regulated in early stages of human HCC [52] and was even used in optimal blood tests for HCC detection in HCV-infected patients [53]. Genes CELSR1 and ST8SIA3 were also hypermethylated in human HCC [17, 54]. Genes Fam65b and Il1r1 are known to play a role in cancer, and liver-, or inflammation-associated diseases. Fam65b protein binds the small GTPase RhoA and represses its activity by decreasing its GTP loading, negatively regulating by this cell adhesion, morphological polarization, and migration [55]. Interleukin-1 and its receptor encoded by the IL1R1 gene regulate progression from liver injury to fibrosis [56]; IL1R1 polymorphism is associated with the risk for inflammatory bowel disease [57]. Hypermethylation of these genes, together with others identified in our study, may serve as a marker for the late precancerous stage of the chronically inflamed liver reflecting such processes as partial hepatocyte dedifferentiation due to the compensatory regeneration and formation of a pro-tumorigenic state of the liver.

We demonstrated in the chronically inflamed liver at the late precancerous stage the appearance of highly specific aberrant methylation events (mostly, hypermethylation) of a set of CGIs. This aberrant methylation affected both hepatocyte and non-hepatocyte cells and in some cases resulted also in changes of expression of the affected genes. Some of the changes that we have found in the Mdr2-KO HCC model also take place in human hepatocarcinogenesis either at the precancerous or at the early HCC stage. Thus, our findings of aberrant DNA methylation of specific CGIs may have a diagnostic significance for the late precancerous or early cancerous stages of HCC development in the chronically inflamed liver.

## MATERIALS AND METHODS

### Mice

All animal experiments were performed according to national regulations and guidelines of the Institutional Animal Welfare Committee (NIH approval number OPRR-A01-5011). The FVB.129P2-Abcb4^tm1Bor^ (Mdr2-KO) and wild type FVB/NJ mice were purchased from the Jackson Laboratory (Bar Harbor, ME); Mdr2^−/+^ heterozygotes were produced by breeding of the Mdr2-KO and FVB/NJ mice and used as controls. Mice obtained a regular diet and drinking water ad libitum and under controlled conditions (22°C, 55% humidity, and 12-hour day-night rhythm). Only males were used in this study. Harvesting of mouse liver tissue was done as described previously [21].

### Fractionation of liver cells

Primary hepatocytes were isolated as previously described [58]. Briefly, the livers were perfused with Liberase and live hepatocytes were isolated using precipitation by gravitation force and then by centrifugation in Percoll gradient. In addition, non-hepatocyte fraction was collected. DNA was purified using Wizard Genomic DNA Purification kit (Promega, WI, USA). RNA was purified using Trizol as described in Materials & Methods and treated with Ambion TURBO DNase (Life Technologies, CA, USA); the cDNA qScript Synthesis kit (Quanta, Biosciences, Gothenburg, Sweden) was used according to the manufacturer's instructions. Both fractions were checked for hepatocyte and T cell specific markers (Albumin and T-cell receptor, respectively; not shown).

### Purification of total liver DNA and RNA

Total liver DNA and RNA was extracted from frozen liver tissue specimens as previously described [24].

### Deletions in mitochondrial DNA

The D1 deletion in mitochondrial DNA was detected in total liver DNA by semi-qPCR as previously described [21].

### cDNA synthesis and semi-quantitative RT-PCR

The cDNA obtained from one microgram of total liver RNA was used for semi-qRT-PCR as previously described [21].

### Real-time RT-PCR

Real-time RT-PCR was run in triplicates using the PerfeCTa SYBR Green Fast mix ROX (Quanta Biosciences, Gothenburg, Sweden) or TaqMan Fast Universal PCR Master Mix (AB Applied Biosystems, CA, USA) primers and probe sets, on the Fast Real-Time PCR System 7900HT (Applied Biosystems, CA, USA). Threshold cycle numbers (C_t_) were determined with Sequence Detector Software (version 1.6) and transformed using the ΔΔC_t_ method as described by the manufacturer. The relative quantification values for each gene were normalized against the endogenous “housekeeping” gene Arl6ip1 or Hprt.

### Global DNA methylation measurements

The global levels of 5-hydroxymethylcytosine (5hmC) and 5-methycytosine (5mC) were measured by liquid chromatography tandem mass spectrometry (LC-MS/MS) method on a Dionex Ultimate 3000 HPLC system interfaced with an AB SCIEX API 5000 Triple quadruple mass spectrometer as described previously [59] with the minor change of using the nucleoside analog Lamivudine as an internal standard. In addition, global methylation level of 5-mC was assessed using the MethylFlash™ Methylated DNA Quantification Kit (Epigentek, Brooklyn, NY) according to the manufacturer's protocol and by measuring the methylation level of the B1 SINE element [60]. Liver genomic DNA was bisulfite-treated using EZ DNA Methylation Direct kit (Zymo Research, CA, USA) following the manufacturer protocol. PCR on bisulfite-treated DNA was performed in similarity with sqRT-PCR reactions (detailed in semi-quantitative RT-PCR method) with the 0.1M primers designed with the assistance of the online tool MethPrimer [61].

### Methylated DNA immunoprecipitation (MeDIP) followed by hybridization to CpG island microarray

Enrichment of total liver DNA with methylated DNA fraction was performed as previously described [62]. The anti 5-methylcytosine antibody was provided by Prof. H. Cedar. The enrichment of the precipitated fraction in methylated DNA was measured by real-time RT-PCR of the methylated CryaA gene and unmethylated Aprt gene on both DNA fractions (“methylated DNA enriched” and “input”). Both total (“input”) and methylated DNA fractions were labeled with either Cy3 or Cy5 and hybridized to the high-density two-color Mouse CpG island microarray G4811A (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer's instructions. 

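In the authors' scanner output each array had 94687 features, of which 5950 were controls and 88737 were CGI probes. A position was given for 88358 of the CGI probes, 47 of them on unplaced sequence, and 379 had none. Grouped by distance alone, the positioned probes made 15525 runs. The CGIs compared between the genotypes held 85502 probes, with a median of 5 and at most 40 in a CGI. Tested as single probes with limma, 1676 of 88646 were higher and 108 lower in Mdr2-KO livers at an adjusted p under 0.05. Of the probes with no position, 2 were higher and 1 was lower. The single-probe calls fell to 0 in both directions with slide as a fixed block, a contrast of a single array of each genotype, where limma had 5641 probes higher and 4685 lower at an unadjusted p under 0.05. They also fell to 0 in both directions with loess within arrays (7802 and 3533 at an unadjusted p under 0.05) and with normexp background correction (11664 and 529). Without any 1 of the arrays other than Mdr2-/+ replicate 1, at most 10 probes were called higher.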

The Agilent G4811A array (printed using 60-mer SurePrint technology) originally designed based on the UCSC genome mm8, each contains 95,830 probes that tile through each of the 15,342 CpG islands. Each probe on the array was identified by its location on the genome and its associated gene(s) based on UCSC annotations. The bioinformatics analysis of the raw array data was performed as previously described [63]. 

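All CGIs with a delta Z of 0.7 or more had higher Z-scores in each Mdr2-KO liver than in each Mdr2-/+ liver, and limma called 173 of them. Of those with a delta Z of -0.7 or less, 4 had values that did not overlap between the genotypes, and limma called 3. Over all CGIs the SD of delta Z was 0.203. Among CGIs past the threshold the median delta Z of the rises was 0.836. A threshold of 0.5 gave 456 rises and 18 falls, and a threshold of 1 gave 38 rises and 2 falls. With a robust Z, which divides by the scaled median absolute deviation of the array, 388 CGIs rose and 14 fell past 0.7.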

To increase statistical significance of the obtained results, all CGIs whose delta Z-score values were lower than 0.7 were excluded from the resulting tables. Thus, all methylated CGIs in this study (having the mark “1”) have a high and a highly statistically significant methylation level. 

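CGIs with a delta Z of 0.7 or more had a median Z-score of 1.15 in Mdr2-KO livers and of 0.246 in Mdr2-/+ livers. Over all CGIs the median in Mdr2-/+ livers was -0.0713. When all CGIs were ranked by their Z-score in Mdr2-/+ livers and divided into 5 groups, limma called 76, 79, 90, 159 and 187 CGIs higher in Mdr2-KO livers from the lowest to the highest group. The CGIs called lower were 6, 4, 7, 7 and 6. The CGIs with a delta Z of 0.7 or more were 18, 19, 22, 48 and 74 from the lowest to the highest group. Over all CGIs of a group, called or not, the median log2 difference was -0.010, -0.051, -0.059, -0.018 and 0.206 in the same order. The highest group was thus shifted upward as a whole. Across CGIs the log2 difference correlated with the mean level at 0.320. Ranking and comparison used the same Mdr2-/+ livers, so the groups are not independent of the difference.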

The DNA methylation data obtained from microarrays can be accessed from the GEO-NCBI database repository (GSE64097).

### Methylation-sensitive restriction enzymes (MSRE) PCR

One microgram of each DNA sample was digested in a 80μl reaction volume by HpaII or MspI endonucleases according to the manufacturer's instruction (NEB, MA, USA). The quality of digestion was assessed by gel electrophoresis; two microliters of the reaction mixture were used as a template for PCR. The intensities of the resulting bands in a gel were compared between experimental groups following normalization to the intensity of a PCR product of the control CryaA gene which does not contain HpaII/MspI recognition sites.

### Statistical analysis

All parameters were evaluated by the two-tailed t-test. A “p” value of 0.05 or less was considered significant. The data are expressed as a mean ± standard deviation (SD).

## SUPPLEMENTARY MATERIAL, FIGURES, TABLES

## Abbreviations

5hmC: 5-hydroxymethylcytosine
5mC: 5-methylcytosine
Ahcy: S-adenosylhomocysteine hydrolase
Bmp8b: bone morphogenetic protein 8b
Celsr1: cadherin, EGF LAG seven-pass G-type receptor 1
CryaA: Crystalline A
Cyba: cytochrome β-245, alpha polypeptide
Fam65b: family with sequence similarity 65, member B
FVB: FVB/NJ
HCC: hepatocellular carcinoma
IDH: isocitrate dehydrogenase
Il1r1: interleukin 1 receptor, type I
LC-MS: Liquid chromatography–mass spectrometry
Mat: Methionine Adenosyl-Transferase
Mdr2: mouse gene encoding the multidrug resistance-2 (Abcb4) protein
MeDIP: methylated DNA immunoprecipitation
Mmp23: matrix metallopeptidase 23
MSRE: Methyl-Sensitive Restriction-Enzyme-dependent
mtDNA: mitochondrial DNA
PCR: polymerase chain reaction
RT-PCR: reverse transcription polymerase chain reaction
SAM: S-adenosylmethionine
SDH: succinate dehydrogenase
SINE: Short Interspersed *Element*
Srd5a2: steroid-5-α-reductase, α polypeptide 2
St8sia3: ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 3
TET: Ten-Eleven Translocation proteins
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

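Liver DNA of 3 Mdr2-KO and 3 Mdr2-/+ males of 12 months was measured by MeDIP and hybridization to Agilent mouse CpG island arrays, with 1 array per mouse. Genotype, age and replicate number came from the labels of the samples. The precipitated DNA was in the Cy5 channel and the input DNA in the Cy3 channel.

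The authors deposited intensities that Agilent Feature Extraction had background-subtracted and normalized with linear dye factors, per the file headers. The deposited median signals are intensities of spot and local background to which no normalization was applied. The log ratio that the authors deposited is a log10 of the Cy5 over the Cy3 processed signal, made by the same software. The header of these files gives version 10.5.1.1 of the software, while the submitters' notes give 8.5.1.1. The log ratio of the files differed from the one computed from the processed signals by at most 0.117 to 0.181 (log10) on an array. The authors also deposited a table of scores per probe and array with a mean near 0 and an SD near 1, which are Z-scores of the ratio. It lists 69831 probes, of which 59758 have a value in all 6 columns. Its Mdr2-/+ columns 1, 2 and 3 had their highest correlation with the scanner output of Mdr2-/+ replicates 2, 3 and 1 (0.975, 0.982 and 0.969 across probes).

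From the processed signals, log2 of Cy5 over Cy3 was computed. Control spots were left out, as were probes with a non-uniform or population outlier spot on any of the arrays. Each array was centred on its median. Before centring, the medians were between -0.31 and -0.17, and the SD of the log2 ratios was between 1.52 and 1.83. A CGI was a run of probes with starts at most 500 bp apart and at least 3 probes. Its value was the mean of its probes. Positions are those of the mm8 build that the paper names, and no position was converted. Mdr2-KO minus Mdr2-/+ was tested with lmFit and eBayes of limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment over all CGIs and a threshold of 0.05. The Z of a probe was its centred log2 ratio divided by the SD of its array, and delta Z was the mean of 3 Mdr2-KO minus the mean of 3 Mdr2-/+ arrays, with the paper's threshold of 0.7. The paper gives the computation of its Z-scores by reference, so this definition is not taken from the paper. R 4.3.3, data.table 1.17.8 and statmod 1.5.0 were used, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

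The comparison was tested on simulated data made from the same 13821 CGIs. It recovered 95 of 100 CGIs with an added log2 change of 1 and 100 of 100 with a change of 2, with 11 false calls. These figures describe the simulated data only, and do not measure what slide or a single array does to the real comparison. There, leaving out each array in turn gave 33 to 2641 CGIs higher. Signal over background limits what arrays can show, and the share of probes well above background is given with the experiment.

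The CGIs to name were fixed before the data were examined. They were the 10 with the largest rise and the 10 with the largest fall in log2 difference among those past the adjusted p whose genotypes did not overlap, and the same by delta Z. The main comparisons and the alternatives listed next were also fixed then, while some tests were chosen later, as the text says where it gives them. The alternatives changed background correction, normalization within and between arrays, filters on dim probes, outlier spots, the number of probes and the distance that make a CGI, the mean or median over probes, blocks for replicate number and slide, array weights, the test, the definition and threshold of Z, and the arrays, each left out in turn. The normexp correction had been planned on mean signals and was run on median signals, which the files hold, with an offset of 50. For outlier spots, the plan did not say whether a probe is dropped on all arrays or on its own array only. The first was settled on after a first look at the counts, and the second was added after the data were seen.

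Gene lists, CGIs of the genes that the paper names, the shares of CGIs inside genes and in promoters, and the distance to Abcb4 were planned and not computed. The files give positions without gene names, and an mm8 annotation was not used here. Tumour tissue, other ages and other strains of the paper were not analysed here.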

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

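The tests on the spread of the arrays, on pairs of arrays of a slide, on other splits of the arrays and on an exchange of labels were chosen after the result was seen. The paper reports on CGIs past a delta Z of 0.7. Beyond those, limma called 418 CGIs higher in Mdr2-KO livers with a delta Z under 0.7 and 27 CGIs lower with a delta Z above -0.7. The paper left such CGIs out by its threshold. These calls depend on the processing, since limma called 0 higher and 0 lower with normexp background correction. They also come from a fit without slide, which cannot be told apart from genotype on most of the arrays.

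Of the 621 CGIs called by limma, 591 were higher and 30 lower in Mdr2-KO livers. The tables argue against the SD of the arrays as the whole cause, since 89.7% of the calls were higher after each array was divided by it, and against less input DNA, since the median input difference at the 591 CGIs was -0.0200 (log2), 2.09% of the size of the ratio difference, while the MeDIP signal differed by 0.87. The shape of the arrays' distributions stays open, since quantile normalization left more calls higher (990) than lower (380), or 72.3%, and 127 rises to 5 falls past delta Z, but gave 1905 CGIs higher and 1980 lower at an unadjusted p under 0.05, against 2047 and 762 without it. Slide stays open as well: 1768 CGIs chosen as higher on the 4 arrays of the other slides had a median difference of 0.29 on the slide with both genotypes (70.1% higher there, against 45.3% of all CGIs), above the 0.20 between Mdr2-KO arrays of a slide but under the bound of 2 times that, and on that slide 101 CGIs rose and 12 fell past delta Z, against 11 and 22 between the Mdr2-/+ arrays of a slide and 15 and 17 between the Mdr2-KO arrays of a slide. On these arrays the genotype with its inflammation stays open as untested, because the slide with both genotypes holds a single array of each. Apart from the arrays, the paper reports hypermethylation by MSRE-PCR at most of the CGIs it tested that way. Those CGIs were not matched to the positions used here, so that evidence was not weighed. The 10 splits of the arrays are too few for a share under 0.05, and the real split, 1 of 10, gave 621 CGIs by limma (highest other 0), 186 past delta Z (highest other 6) and 1784 probes (highest other 0).

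Mdr2-/+ replicate 1 stood apart from the other Mdr2-/+ arrays in its weight and on the components, but less so in its correlations. Across CGIs it correlated at 0.978 with Mdr2-/+ replicate 2 and 0.984 with replicate 3, against 0.984 between those arrays. With Mdr2-KO arrays its correlation was at most 0.976. The SD of its CGI values was 1.64, against 1.34 and 1.33 for Mdr2-/+ replicates 2 and 3. Whether this spread set it apart was not tested. Replicate 1 had an array weight of 0.250 in limma, and without it limma called 2641 CGIs higher and 330 lower. On the first component of the CGI values (56.3% of the variance) it lay at -0.0230, with the other Mdr2-/+ arrays at 0.601 and 0.474 and the Mdr2-KO arrays from -0.502 to -0.202, and on the second (23.1%) it lay at -0.891. An exchange of its label with a Mdr2-KO array is argued against, since such exchanges called at most 0 CGIs. Noise of single spots stays open, since 26.2% of the variance of its deviations lay between CGIs, between the bounds of 10% and 30% set for either answer, against 14.4% for replicate 2 and 10.9% for replicate 3. It shares its slide with Mdr2-KO replicate 1, the other Mdr2-/+ arrays share another slide, and no biological explanation was tested.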

How the results depend on the processing

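The alternative for outlier spots left out on their own array only was chosen after the data were seen, and the others in this part before. Where a value below moved, the cause was not tested, except that fewer arrays or a changed threshold act by construction. More CGIs were higher than lower in Mdr2-KO livers in every setting that made calls, by limma and by delta Z, but at an unadjusted p under 0.05 fewer were higher than lower with slide as a fixed block (876 and 1097, a contrast of a single array of each genotype) and with quantile normalization (1905 and 1980). The counts themselves moved. For limma (591 higher, 30 lower) the counts were within 1.5 times in both directions with loess (399 and 21), the input filter (845 and 28), outlier spots kept (589 and 29) or left out on their own array only (591 and 29), other probe minimums, the median over probes and runs at 1000 bp. For delta Z (181 and 5) this held with quantile normalization (127 and 5), outlier spots kept, runs at 1000 bp, Z of the CGI means (220 and 6) and genotypes not overlapping (181 and 4). It also held without any 1 of the arrays other than Mdr2-/+ replicate 3, without which 190 CGIs rose and 9 fell. The share of MeDIP signals at background limits what can be seen at CGIs with little methylation.

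In limma, normexp background correction gave 0 higher and 0 lower CGIs, with a lowest adjusted p of 0.0604, and the fitted background SD of the MeDIP channel ranged from 1.52 to 422 between arrays. Quantile normalization gave 990 and 380, division by the SD 1270 and 146, the authors' deposited values 1390 and 318, array weights 2560 and 569, and an adjusted p under 0.1 gave 1092 and 148. The methods' t-test gave 1595 and 846 without adjustment and 4 and 1 with it. The MeDIP filter gave 15 lower. Slide as a fixed block gave 7 and 4, of which 7 and 3 were also called without the block, and slide as a random block gave 15 lower (454 higher; correlation 0.145). Leaving out each replicate in turn gave 33 to 2641 higher and 1 to 330 lower CGIs, with 2641, 91 and 64 higher without Mdr2-/+ replicates 1, 2 and 3, and 33, 151 and 445 without Mdr2-KO replicates 1, 2 and 3.

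With the replicate number as a block, limma called 477 CGIs higher and 17 lower, and 0 probes in either direction (10306 and 4039 at an unadjusted p under 0.05). The deviations of arrays with the same number correlated at 0.114, -0.0941 and 0.120 across CGIs, and the highest value for Mdr2-/+ replicate 2 was with Mdr2-KO replicate 3 (0.202), so the numbers do not pair the mice.

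For CGIs past delta Z, normexp gave 790 rises and 2 falls, loess 87 rises, at least 5 probes 116 and 1, only the slide with both groups 101 and 12, robust Z 388 and 14, a threshold of 0.5 456 and 18, and a threshold of 1 38 and 2. Falls were 3 with the authors' values, 2 with the input filter, 3 with the MeDIP filter, 13 with at least 1 probe, 8 with the median over probes, 3 with limma as well and 3 with the methods' t-test as well. Leaving out each replicate gave 138 to 230 rises and 4 to 9 falls.

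For the share of CGIs past delta Z (1.35% over the genome, lowest 0.145% and highest 1.97% on a chromosome), normexp gave 5.73%, 1.30% and 8.21%, robust Z 2.91%, 1.69% and 4.18%, a threshold of 0.5 3.43%, 2.17% and 4.62%, and a threshold of 1 0.289%, 0% and 0.698%. Over the genome and at the lowest, loess gave 0.673% and 0% (highest 1.099%), quantile normalization 0.955% and 0%, and the median over probes 1.66% and 0%. Over the genome it was 1.59% with the authors' values, 1.58% with the MeDIP filter and 1.64% with Z of the CGI means (lowest 0.434%). Leaving out each replicate gave 1.03% to 1.71% over the genome and 0.145% to 0.868% at the lowest.

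For single probes (1676 higher, 108 lower), limma called 0 and 0 with normexp (11664 and 529 at an unadjusted p under 0.05), with loess (7802 and 3533) and with slide as a fixed block (5641 and 4685). It called 2780 and 199 after division by the SD, 4593 and 700 with the authors' values, 540 and 26 with slide as a random block, 3871 and 441 at an adjusted p under 0.1, 250 lower with quantile normalization, and 3115 higher with the input filter and 3289 with the MeDIP filter. Leaving out each replicate gave 0 to 5272 higher and 0 to 409 lower.

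Of 513 values of named CGIs under alternatives, 383 kept direction and side of the threshold, 107 lost their call and 1 gained it. On the slide with both groups, which gives no test, 10 stayed within the spread between replicates and 11 moved. The fall on chromosome 8 from 87730242 to 87730898 reversed, to 0.10 with the median over probes. Division by the SD and the adjusted p under 0.1 give no new delta Z. Blocks and left-out replicates were not run on the authors' values, and gene lists and shares inside genes and promoters were not run.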

Differences from the paper's values

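The paper states a delta Z of 0.7 as its threshold and a p of 0.05 for its tests, and gives the computation of its Z-scores by reference. For the paper's 76 hypermethylated CGIs, 181 were found here. Of the alternatives set before the data were examined, loess within arrays (87) and only the slide with both groups (101) came within 1.5 times of the paper's count, and the others did not, at 38 to 790, among them the authors' deposited Z-scores (164). For the paper's 2 hypomethylated CGIs, 5 were found here. Normexp background correction, the input filter and a threshold of 1 gave 2, and the authors' values, the MeDIP filter and delta Z together with limma or with the methods' t-test gave 3. The other alternatives did not come within 1.5 times, at 1 to 18.

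For the paper's 78 CGIs changed in either direction, 186 were found here. Loess gave 93, at least 5 probes per CGI 117 and only the slide with both groups 113, and the other alternatives gave 40 to 792. The paper's average of 0.6% of all CGIs stands against 1.35% here. Loess gave 0.673%, and the other alternatives gave 0.289% to 5.73%. In both sets of values, rises outnumber falls.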

Other observations

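The tests on the whole of chromosome 5 (planned for a window around Abcb4), on the MeDIP signal alone and on CGIs chosen as lower were chosen after the data were seen. Of the 591 CGIs called higher by limma, 58 had another such CGI within 10 kb. Random sets of as many CGIs had a median of 10, a 95th percentile of 18 and at most 30 (permutation p = 0.0001, the smallest that 10000 permutations can give). The random sets were set by number and not by methylation level, and 187 calls lay in the highest of the 5 level groups against 76 in the lowest. Whether neighbours of a like level account for the excess was not tested. An island split into separate runs of probes is argued against as the whole cause, since 33 had such a neighbour from 2 to 10 kb away, against a median of 8 and at most 26 in random sets (permutation p = 0.0001, the smallest they can give). Neighbours were not counted under any other setting, and the 591 calls on which they rest became 7 with slide as a fixed block, in a contrast of a single array of each genotype.

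Abcb4, the gene deleted in Mdr2-KO mice, lies on chromosome 5. On chromosome 5, 10 of 923 CGIs were past delta Z (1.08%), against 1.36% elsewhere (Fisher's exact test, two-sided, p = 0.556). The median absolute input difference was 0.05 (log2) both on chromosome 5 and elsewhere.

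The input signal, tested alone with limma, was higher at 0 and lower at 1 CGI in Mdr2-KO livers (204 and 435 at an unadjusted p under 0.05). The MeDIP signal alone was higher at 404 and lower at 74 CGIs. Of the 163 CGIs chosen as lower on the 4 arrays of the slides with a single genotype, 74.2% were lower on the slide with both, with a median difference of -0.18, against 54.7% and -0.04 for all CGIs.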
